A study of Arabidopsis thaliana with 18 samples. Its data were reported in "Heat stress promotes Arabidopsis AGO1 phase separation and association with stress granule components" (2024).

How the data were processed

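Small RNA libraries were sequenced from 7-day-old Arabidopsis thaliana Col-0 seedlings, the common laboratory accession. Seedlings were kept under control conditions, exposed to heat stress (HS) at 37°C for 1 h, or returned to 22°C for 2 h after HS (recovery). For each condition the authors prepared libraries from total RNA and from the RNA bound to immunoprecipitated ARGONAUTE1 (AGO1-IP), the main effector protein of miRNA silencing, with 3 biological replicates, so that 18 libraries fell into 6 groups. Per the labels, libraries were made with the RealSeq v2 kit from 100 ng of RNA and 15 cycles of PCR. The submitters' processing notes and methods name Cutadapt 2.9 for adapter trimming and Bowtie2 for mapping to TAIR10. How reads that map to several loci were counted, and whether the counting used the strand, are not given in the sources used here.

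The values deposited by the authors were raw read counts with no normalisation, in a table of 422 mature miRNAs and a table of 6242 positions of trans-acting siRNAs (tasiRNAs), each named by its TAS locus, position and a strand flag. Of these, 9 miRNAs and 866 tasiRNA positions had no read in any library. All 422 miRNAs were matched by name to the 428 mature miRNAs of the TAIR10.1 annotation, which gave their coordinates, and 121 of them share their whole mature sequence with another listed miRNA, so that the counts of such copies (for example miR156a-5p to miR156f-5p, miR168a-5p and miR168b-5p) are uncertain for each single copy. Every sample column was assigned to its library by name, and 0 columns were left unused. Library sizes here are sums of miRNA reads (321918 to 5745126) or of TAS reads (26411 to 383351), not whole sequencing depth. The reads passed through PCR and no molecular identifiers are described, so that the counting intervals given below cover counting error only.

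Differential accumulation was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F-test (glmQLFit, robust, and glmQLFTest) on the counts with TMM factors, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05. Every adjusted p of a single miRNA, TAS locus or tasiRNA position is from this test unless another tool is named. HS, recovery and control were compared in pairs within the 9 total RNA libraries and within the 9 AGO1-IP libraries. AGO1-IP was compared with total RNA in a single fit of all 18 libraries, which also gave the loading change, the interaction that asks whether a treatment changed a miRNA by another factor in AGO1-IP than in total RNA. Levels are given as normalised read counts scaled to library size (CPM of miRNA reads, mean ± SD), changes as log2 fold changes ± SE. TAS loci were summed over positions and strands and tested beside the miRNAs, with adjustment over the 7 loci, while single positions were tested within the tasiRNA table. The TAS to miRNA read ratio and the share of reads in the 21-nt register of each locus (reverse strand shifted by 2 nt, register chosen on the sum of all libraries) were compared by exact two-sided permutation tests, which cannot give less than 0.1 for 3 against 3 libraries.

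Groups of miRNAs were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 11 lists of each comparison, and again with an estimated correlation and with fry. The lists were miRNAs that target the silencing machinery (miR168, miR162, miR403), copper-responsive miRNAs, miR156 and miR157 guides, the tasiRNA triggers miR173, miR390 and miR828, auxin-related guides (miR160, miR167, miR393), miR165 and miR166 guides, miR159 and miR319 guides, a group of growth regulators (miR164, miR396, miR172, miR169, miR170, miR171), nutrient-responsive guides, 52 passenger strands, and late-numbered miRNAs (those with high registry numbers, miR2111 excepted). The late-numbered list, set by registry number alone, was meant to stand for other RNA in the libraries. Whether its members are miRNAs was not tested. The passenger list shares members with the silencing, copper and trigger lists. It was drawn up with knowledge of the study and holds 6 of the 8 miRNAs that the study's text or figure gives as changed on these libraries, so that its direction is not independent evidence. The lists, tests and naming rule were fixed before the data were examined, but after the study's text, its figure of changed miRNAs and the first entries of a supplementary sheet had been read.

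The miRNAs named for each comparison were the 10 largest rises and falls among those that passed (for AGO1-IP against total RNA, among miRNAs with a mean of at least 100 counts), the 8 miRNAs that the study gives as changed on these libraries (miR8175, miR157d, miR157c-3p, miR167a-3p, miR172e-5p, miR164b-3p, miR159b-5p and miR168b-3p), 30 fixed guide strands, all TAS loci with up to 3 positions in each direction, and, where fewer than 10 passed, the 5 smallest p-values. Any other miRNA named was chosen after its values were seen.

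Alternatives fixed in advance were edgeR's RLE factors or no factor in place of TMM, and no filter or a mean of at least 50 counts. They also included the DESeq2 1.42.0 Wald test, a fit of only the groups compared or of all 18 libraries, and the replicate number or culture as a block. Counts summed per family and arm, library size with TAS reads and late-numbered miRNAs left out were fixed in advance too. So were phasing on the forward strand alone or with registers 1 nt either side, a threshold of 0.1 and each library left out in turn. DESeq2 with no filter, identical mature sequences summed, other scalings of TAS loci in AGO1-IP against total RNA, a paired test of the ratio and phasing over 9 cultures (exact two-sided sign flips, smallest possible p 0.00391), and the further settings of the list, ratio and phasing tests were chosen after seeing the data.

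Replicates of each group were compared first, and every pair differed by more than sampling noise (chi-square per degree of freedom 72.7 to 4601). The correlation of deviations from the group means was checked per replicate number. In total RNA the numbers pair recovery with control (0.721, 0.292 and 0.859) and recovery with HS (0.681, 0.547 and 0.867), and in AGO1-IP they pair recovery with HS (0.645, 0.473 and 0.496). The 2 libraries of a culture, total RNA and AGO1-IP, come from the same biological replicate. The tests were run on simulated counts. With 40 miRNAs changed by 4-fold, the share recovered among those that passed the filter was 65.8% for HS against control in total RNA (218 miRNAs in that step), 87.2% in AGO1-IP (211) and 60.0% for AGO1-IP against total RNA (243). At 2-fold these shares were 2.63%, 10.0% and 2.94%, so that changes of this size mostly go uncalled. With 200 tasiRNA positions changed by 4-fold, 77.0% of those that passed the filter were recovered in total RNA (587 positions) and 81.2% in AGO1-IP (698). Of 550 list tests simulated with no change, 3 were called. The simulated miRNAs were drawn independently of each other, so this count does not cover correlation within the real lists. Figures were drawn with matplotlib 3.10.9.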

Results

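Small RNAs were measured in Arabidopsis seedlings before HS, after 1 h at 37°C and after 2 h of recovery at 22°C, in total RNA and in AGO1-IP, with 3 libraries in each of the 6 groups. In total RNA, the miRNA reads of replicates 1, 2 and 3 numbered 456712, 1059362 and 874460 in control, 321918, 492149 and 737888 after HS, and 351515, 714337 and 640609 after recovery. The AGO1-IP libraries were deeper, with 5745126, 3271254 and 3183199 miRNA reads in control, 4446459, 4630241 and 1374777 after HS, and 2104419, 4605758 and 2520881 after recovery. Between 255 and 348 miRNAs had a read in each library. Guides of the miR156 family, which target SPL transcription factor genes, made up 15.4 ± 3.32% of the miRNA reads in control total RNA and 40.7 ± 1.73% in control AGO1-IP (mean ± SD, n = 3). The 52 listed passenger strands, the strands of the miRNA duplex that are mostly discarded when AGO1 is loaded, made up 10.8 ± 1.59% of the miRNA reads in control total RNA and 1.02 ± 0.0183% in control AGO1-IP.

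In total RNA the libraries separated mostly by replicate number. The first principal component held 59.0% of the variance, and the 3 libraries of replicate 3 lay between 11.3 and 11.6 on it. Among the AGO1-IP libraries, recovery replicate 1 stood apart, at 15.4 on a first component that held 42.5% of the variance, with the other libraries between −4.67 and 5.06. In that library the miR156 guides took 17.2% of the miRNA reads, against 36.2% to 46.3% in the other AGO1-IP libraries.

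**Figure D1:**
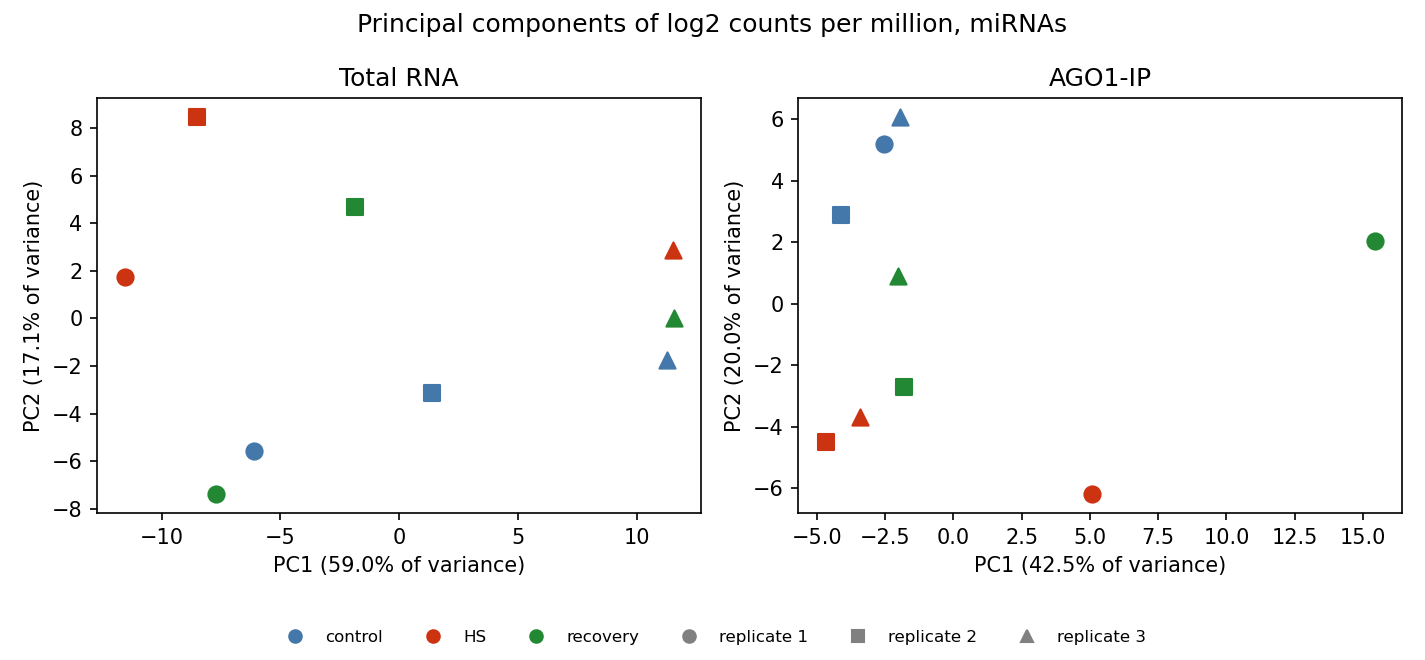
Principal components 1 (x axis) and 2 (y axis) of log2 CPM of miRNA reads, with total RNA and AGO1-IP libraries in separate panels, colours for condition and shapes for replicate number. The first component holds 59.0% of the variance in total RNA, where replicate 3 lies apart, and 42.5% in AGO1-IP, where recovery replicate 1 lies at 15.4.

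The first comparison asked whether HS changed the accumulation of miRNAs in total RNA. The passenger strands fell as a group after HS, with 34 of the 49 tested members lower and a median log2 fold change of −0.29 (camera adjusted p = 6.14e-05, and adjusted p = 0.0173 with an estimated correlation). The list was drawn up with knowledge of the miRNAs the study reported on these libraries, so that its direction is not independent evidence. Strands of miRNAs that target the silencing machinery also fell as a group (9 of 10 lower, median −0.44, adjusted p = 0.00375, but adjusted p = 0.0814 with an estimated correlation). Its members include miR168, which targets AGO1, miR162, which targets DCL1, and miR403, which targets AGO2. Of its members, miR168a-3p, miR168b-3p, miR162a-5p, miR162b-5p and miR403-5p are also on the passenger list. The fall of this list is therefore not separate from that of the passenger strands. Late-numbered miRNAs rose as a group (26 of 32 higher, median 0.64, adjusted p = 1.62e-04, but adjusted p = 0.125 with an estimated correlation). The medians of these lists kept their sign with every scaling tried.

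No single miRNA passed the test without a block in total RNA: edgeR called 0 of 229 miRNAs between HS and control, 25 had an unadjusted p under 0.05, and DESeq2 called 1, miR168b-3p. This passenger strand of a miR168 precursor (gene AT5G45307, chromosome 5, 18358803 to 18358823, minus strand, TAIR10.1) had 68.2 ± 31.1 CPM after HS and 314 ± 59.9 CPM in control (log2 fold change −2.19 ± 0.42, n = 3, edgeR adjusted p = 0.0698, DESeq2 adjusted p = 1.23e-04), and it was lower in 3 of 3 HS libraries. Adjusted over the list alone, 1 member was lower in the passenger list and 1 in the silencing list. Further passenger strands with low unadjusted p were miR167a-3p (14019 ± 4405 CPM after HS and 27584 ± 1186 in control, log2 −0.98 ± 0.28, adjusted p = 0.392), miR165a-5p (405 ± 52.7 CPM after HS, log2 −1.15 ± 0.36) and miR159b-5p (37.6 ± 28.8 and 182 ± 60.5 CPM, log2 −2.31 ± 0.73), none of which passed. For miR865-5p there were 2 reads after HS and 37 in control, a ratio of 12 with a 95% counting interval of 3.10 to 103, and this too did not pass. With the replicate number as a block more miRNAs were called by edgeR. Among them were miR168b-3p (adjusted p = 1.01e-04), miR167a-3p (0.00295), miR165a-5p (0.0230), miR865-5p (0.0366) and miR159b-5p (0.0455). The numbers did not pair control with HS by every correlation (0.677, 0.0209 and 0.814), so these calls are a hint only. A low correlation in 1 replicate does not show that pairing is absent. In total RNA 9 of 9 libraries correlated best with their own number, so the test without a block may have missed changes.

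Among the guide strands, the miR156 and miR157 list was lower after HS (13 of 14 members, median −0.45, adjusted p = 0.0291, but adjusted p = 0.495 with an estimated correlation), with miR156a-5p at −0.47 ± 0.25 and miR157a-5p at −0.35 ± 0.20. The miR159 and miR319 list, guides against MYB and TCP transcription factor genes, was higher (6 of 6, median 0.53, adjusted p = 0.0252, but adjusted p = 0.495 with an estimated correlation), with miR159a at 0.61 ± 0.31 and miR319a at 0.55 ± 0.27. Both calls rest on single libraries. The miR156 and miR157 call ended without control replicate 3 (adjusted p = 0.148) or HS replicate 1 (0.205). The miR159 and miR319 call ended without control replicate 1 (0.312), control replicate 3 (0.107) or HS replicate 3 (0.184). Both ended when identical sequences were summed (0.349 and 0.153). The other lists were not called: auxin-related guides (adjusted p = 0.415), copper-responsive miRNAs (0.290), growth regulators (0.696, with a median of −0.02 and a mean of 0.43), miR165 and miR166 (0.922), tasiRNA triggers (0.468) and nutrient-responsive guides (0.604, with a negative median and a test pointing up, and 0.0497 without control replicate 1). Guide values that did not pass were −0.40 ± 0.22 for miR168a-5p, −0.71 ± 0.59 for miR398b-3p, −0.66 ± 0.22 for miR167a-5p, −0.62 ± 0.26 for miR173-5p, 1.03 ± 0.45 for miR158a-3p and 0.74 ± 0.34 for miR163. The late-numbered miR8175 was at 0.84 ± 0.40 and did not pass.

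After recovery, the passenger strands were again lower in total RNA than in control (39 of 49 members, median −0.23, adjusted p = 4.74e-07, and adjusted p = 0.00612 with an estimated correlation). The limit given above for this list applies here too. The silencing list was lower (7 of 10, median −0.32, adjusted p = 0.00651, but adjusted p = 0.0972 with an estimated correlation) and the late-numbered miRNAs were higher (23 of 32, median 0.32, adjusted p = 7.53e-04, but adjusted p = 0.171 with an estimated correlation). Without control replicate 2, recovery replicate 2 or recovery replicate 3 the silencing call ended (0.101, 0.122 and 0.0666), as did the late-numbered call (0.229, 0.0899 and 0.0888). With the replicate number as a block, the growth regulators were called higher (adjusted p = 0.0401, against 0.0876 without the block) and the tasiRNA triggers lower (0.0401, against 0.0723). The remaining lists had adjusted p from 0.363 to 0.817. Single libraries decided others: growth regulators were called higher without recovery replicate 2 (4.92e-04), triggers lower without control replicate 3 (0.0366) or recovery replicate 1 (0.0141), and nutrient-responsive guides lower without control replicate 3 (0.00367) or recovery replicate 1 (0.0206). By edgeR, 0 of 229 miRNAs passed between recovery and control, 4 had an unadjusted p under 0.05, and DESeq2 called 0. Values included −2.30 ± 0.73 for miR159b-5p, −1.09 ± 0.36 for miR165a-5p, −1.15 ± 0.40 for miR168b-3p, −1.10 ± 0.56 for miR164b-3p and 0.76 ± 0.40 for miR8175 (adjusted p = 0.995 for each).

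From HS to recovery in total RNA, the miR156 and miR157 guides rose as a group (13 of 14 members, median 0.43, adjusted p = 0.0252, but adjusted p = 0.325 with an estimated correlation) and the miR159 and miR319 guides fell (6 of 6, median −0.47, adjusted p = 0.0252, but adjusted p = 0.325 with an estimated correlation). The miR156 and miR157 call ended without HS replicate 1 (0.183), HS replicate 2 (0.0774), recovery replicate 1 (0.191) or recovery replicate 3 (0.0665). The miR159 and miR319 call ended without HS replicate 2 (0.0660), HS replicate 3 (0.182) or recovery replicate 1 (0.416). Both ended when identical sequences were summed (0.230 and 0.0980). Passenger strands were not called (adjusted p = 0.164, median 0.00), nor was the silencing list (0.158, 10 of 10 members higher). The remaining lists had adjusted p from 0.0741 to 0.593, although late-numbered miRNAs were called lower without HS replicate 3 (0.0389) or recovery replicate 3 (0.00959), copper-responsive miRNAs higher without recovery replicate 3 (0.00959) and nutrient-responsive guides lower without recovery replicate 1 (0.0200). Again edgeR called 0 of 229 miRNAs, with 7 at an unadjusted p under 0.05 and 0 called by DESeq2. The smallest p belonged to miR2112-5p, with 53.4 ± 15.6 CPM after recovery and 11.1 ± 4.74 after HS (log2 2.31 ± 0.56, adjusted p = 0.440), and miR168b-3p had 141 ± 20.7 CPM after recovery (log2 1.04 ± 0.41 against HS).

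The AGO1-IP libraries asked which miRNAs were loaded into AGO1. After HS, 4 miRNAs fell in AGO1-IP and 0 rose, and all 4 were passenger strands. The passenger strand miR159b-5p (AT1G18075, chromosome 1, 6220650 to 6220670, plus strand) fell 61.1-fold, from 133 ± 13.4 to 2.10 ± 1.36 CPM (log2 −5.93 ± 0.61, adjusted p = 3.96e-05). The strand miR157c-3p (AT3G18217, chromosome 3, 6244527 to 6244547, minus strand) fell 8.55-fold, from 739 ± 242 to 86.3 ± 6.56 CPM (log2 −3.10 ± 0.40, adjusted p = 2.33e-04). The strand miR167a-3p (AT3G22886, chromosome 3, 8108172 to 8108192, plus strand) fell 4.64-fold, from 1193 ± 167 to 257 ± 19.5 CPM (log2 −2.21 ± 0.30, adjusted p = 2.33e-04). The fourth, miR156f-3p (AT5G26147, chromosome 5, 9136197 to 9136217, plus strand, inside the long noncoding RNA gene AT5G26146 of the same strand), fell 3.62-fold, from 131 ± 27.1 to 35.9 ± 3.44 CPM (log2 −1.86 ± 0.42, adjusted p = 0.0350). Each of the 4 was lower in 3 of 3 HS libraries than in any control library. The study had given the first 3 as changed on these same libraries.

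**Figure D2:**
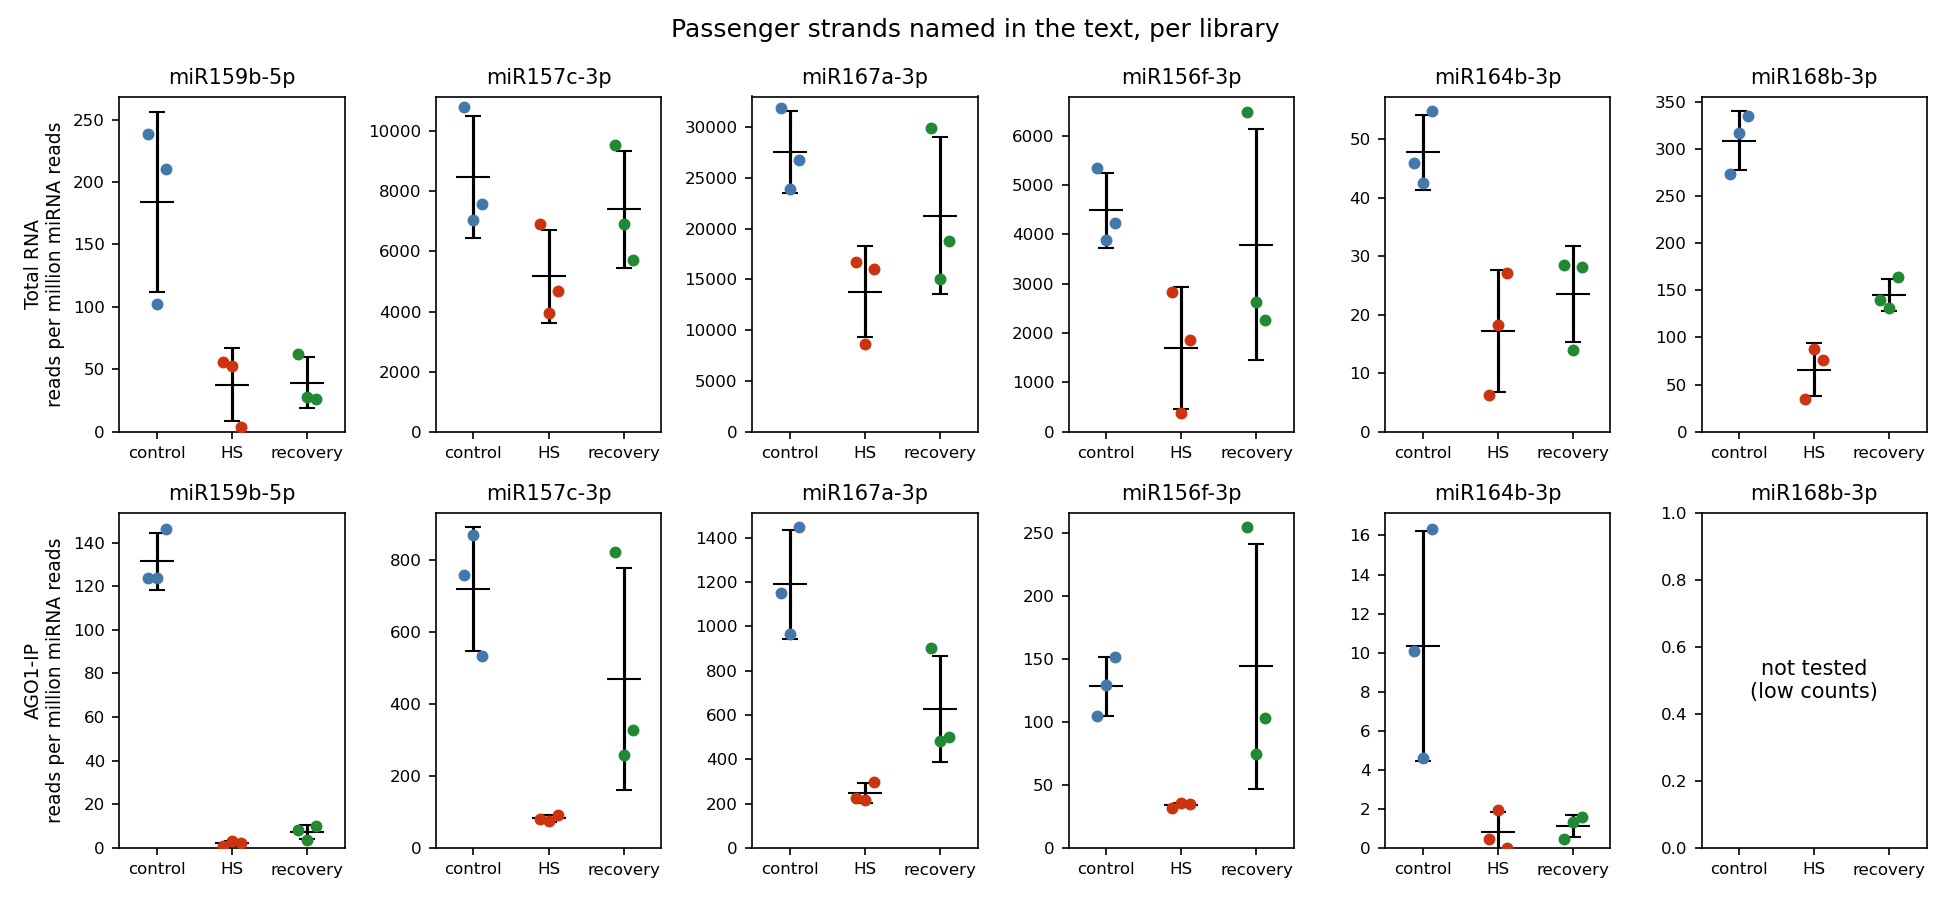
CPM of miRNA reads without scaling factors (y axis) of 6 passenger strands by condition, with total RNA in the top panels and AGO1-IP in the bottom panels. Points are the 3 replicates and bars the mean ± SD. In AGO1-IP, miR159b-5p had 131 ± 13 CPM in control and 2.03 ± 1.29 CPM after HS, and miR168b-3p was not tested there because of low counts.

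As a group the passenger strands fell in AGO1-IP after HS (27 of 36 tested members lower, median −0.40, mean −0.80, adjusted p = 1.70e-06, but adjusted p = 0.158 with an estimated correlation). The list holds miR159b-5p, miR157c-3p, miR167a-3p and miR164b-3p, which the study gave as changed on these same libraries. Its mean fall and its p are therefore not independent evidence. Adjusted over the list alone, 5 members were lower. Scaling moved the median of all miRNAs from −0.11 with TMM to 0.05 with RLE, and the passenger median stayed below it at −0.26. The share of the 52 passenger strands in AGO1-IP was 1.02 ± 0.0183% in control and 0.717 ± 0.0443% after HS. For miR164b-3p (AT5G01747, chromosome 5, 287716 to 287736, plus strand), with 0.877 ± 1.09 CPM after HS and 10.1 ± 5.21 in control, the test did not pass (log2 −3.22 ± 0.80, adjusted p = 0.0579), but it passed with several other settings: DESeq2 (0.00673), no filter (0.00857), DESeq2 with no filter (0.0168), library size with TAS reads (0.0271), identical sequences summed (0.0294), late-numbered miRNAs left out (0.0476) and without HS replicate 2 (0.0323). It also passed with the replicate number as a block (0.00304), a hint only in this comparison. The call of miR156f-3p ended without any 1 of the 6 libraries (adjusted p = 0.0728, 0.221 and 0.344 without control replicates 1, 2 and 3, and 0.214, 0.181 and 0.215 without HS replicates 1, 2 and 3), with RLE scaling (0.0818), no factor (0.0524), a mean of at least 50 counts (0.0598) and a fit of all 18 libraries (0.0847).

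**Figure D3:**
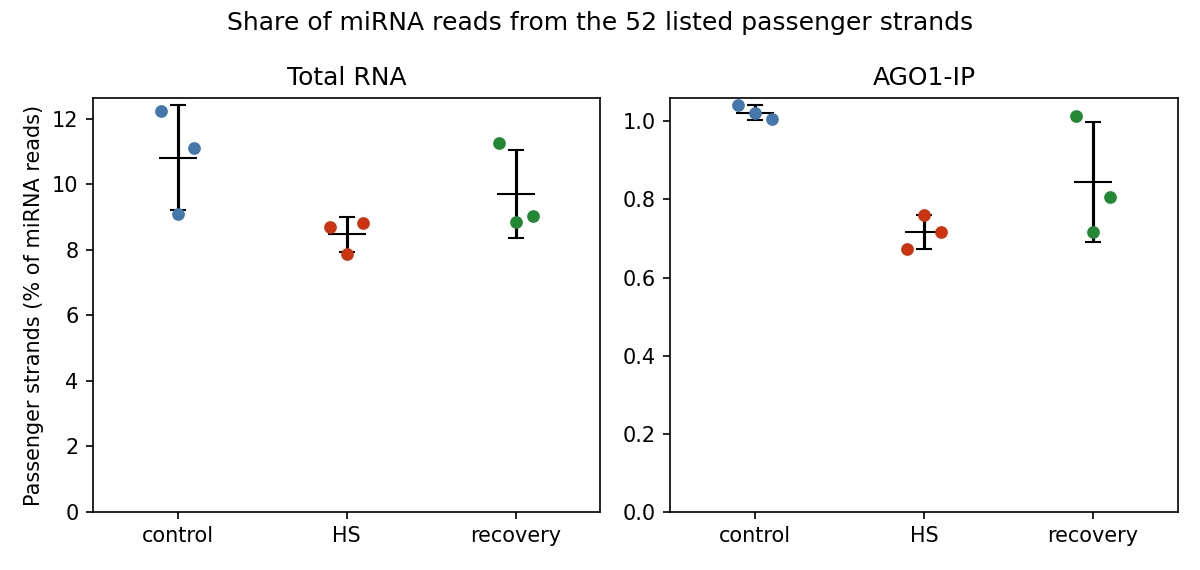
Percent of miRNA reads from 52 listed passenger strands (y axis) by condition, as mean ± SD with the 3 replicates as points, in separate panels with their own axes for total RNA and AGO1-IP. In AGO1-IP the share was 1.02% in control, 0.717% after HS and 0.845% after recovery.

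No guide strand passed between HS and control in AGO1-IP. Of the copper-responsive guides, miR408-3p was at −1.03 ± 0.37 (adjusted p = 0.361) and miR398b-3p at −0.68 ± 0.33 (0.817). Of the growth regulators, miR164a was at −0.88 ± 0.35 (0.422). Other guides lay close to 0 with wide errors, including miR156a-5p at 0.00 ± 0.41, miR168a-5p at −0.12 ± 0.35, miR159a at −0.03 ± 0.35, miR166a-3p at −0.13 ± 0.45, miR167a-5p at −0.11 ± 0.52 and miR161.1 at 0.03 ± 0.30. By camera no list other than the passenger strands was called, although fry called the copper-responsive miRNAs lower (adjusted p = 0.0221). Camera gave adjusted p of 0.0917 for miR156 and miR157, 0.166 for late-numbered miRNAs and 0.244 to 0.870 for the rest. Single libraries decided some of these: the late-numbered list was called higher without control replicate 2 (0.0206) or HS replicate 3 (0.0249), miR156 and miR157 higher without HS replicate 2 (0.0410) or 3 (0.0232), growth regulators lower without control replicate 2 (0.0492) or HS replicate 3 (0.0106), and nutrient-responsive guides lower without control replicate 3 (0.0392).

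After recovery, miR159b-5p remained lower in AGO1-IP than in control, at 6.76 ± 3.10 CPM (19.9-fold, log2 −4.32 ± 0.55, adjusted p = 4.58e-04, lower in 3 of 3 libraries), and it was the only miRNA of 215 that passed. Others did not pass: miR164b-3p was at −3.14 ± 0.80, miR167a-3p at −1.05 ± 0.29 and miR8175 at 2.46 ± 0.65 (108 ± 86.6 CPM after recovery and 19.3 ± 9.41 in control), with an adjusted p of 0.135 for each. DESeq2 called miR164b-3p (0.0123) and miR8175 (0.00110), as did edgeR with no filter (0.0238 and 7.67e-06) or with only the groups compared (0.00367 and 3.05e-04). The guide miR156g (adjusted p = 0.230) was called higher in the same 3 ways (0.0123, 4.13e-04 and 0.00611). The annotated miR8175 (AT2G05455, chromosome 2, 3740938 to 3740957, plus strand) matches the 3′ end of 22 tRNA genes followed by CCA. Without scaling factors it had 242, 21.5 and 106 CPM in recovery replicates 1, 2 and 3, against 12.5 to 31.9 in the 6 control and HS libraries. Without recovery replicate 2, 3 miRNAs passed, among them miR8175 (adjusted p = 0.00118) and miR156g (0.00554), both higher. No list was called between recovery and control (passenger strands adjusted p = 0.126 with 3 members lower adjusted over the list alone, miR156 and miR157 0.0976 with a median of −0.01 and a test pointing up, the rest 0.126 to 0.959). The calls of 4 lists depended on recovery replicate 1, the library that stands apart, and for miR165 and miR166 the direction did too. Without it the passenger strands were called lower (3.35e-04), miR156 and miR157 higher (1.10e-05), late-numbered miRNAs higher (0.0446) and miR165 and miR166 lower (0.00875). Without recovery replicate 2 or 3 miR165 and miR166 was called higher (0.0125 and 0.0266). Without control replicate 2, growth regulators were called lower (0.00866) and late-numbered miRNAs higher (0.00605). With identical sequences summed, miR156 and miR157 was called higher (0.00684).

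From HS to recovery, the passenger strand miR157c-3p rose 4.85-fold in AGO1-IP, from 86.3 ± 6.56 to 419 ± 214 CPM (log2 2.28 ± 0.39, adjusted p = 0.0109), higher in 3 of 3 libraries. With the replicate number as a block, miR8175, miR156f-3p and miR167a-3p passed as well, so that 4 miRNAs were called. Without the block these were at 2.70 ± 0.66, 1.83 ± 0.42 and 1.16 ± 0.29, with an adjusted p of 0.0679 for each (with DESeq2 7.46e-04, 0.00120 and 0.0212), while miR159b-5p was at 1.62 ± 0.58 (adjusted p = 0.549). The passenger list rose (22 of 36 members higher, median 0.22, adjusted p = 3.42e-04, but adjusted p = 0.479 with an estimated correlation), and adjusted over the list alone 3 members were higher. It holds miRNAs that the study gave as changed on these libraries, and the rise starts from the same HS libraries. The rise is therefore not independent evidence either. Without recovery replicate 2, 8 miRNAs passed. The other lists were not called (adjusted p from 0.395 to 0.916). However, miR165 and miR166 was called lower without recovery replicate 1 (0.00497), higher without recovery replicate 2 (0.0171) or 3 (0.0232), and nutrient-responsive guides were called higher without recovery replicate 3 (0.0232).

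The comparison of AGO1-IP with total RNA asked which miRNAs take a larger part of the AGO1-bound pool than of the total. In control seedlings, the miR164 guides, which target NAC transcription factor genes, were the most enriched: miR164c-5p rose 52.8-fold (log2 5.72 ± 0.58, adjusted p = 4.66e-08), miR164b-5p 26.4-fold (4.72 ± 0.52) and miR164a 21.2-fold. They were followed by miR847 (4.05 ± 0.71), miR171a-3p (3.69 ± 0.75), miR839-5p (3.44), miR162b-3p (3.33 ± 0.40), miR162a-3p (3.28 ± 0.40), miR827 (3.27 ± 0.73) and miR472-3p (3.25). Passenger strands were the most depleted, with miR169a-3p lower by 420-fold (log2 −8.71 ± 0.66, adjusted p = 8.38e-10), miR169f-3p by 325-fold (−8.34 ± 0.60), miR168b-3p by 131-fold (−7.03 ± 0.99) and miR169b-3p by 113-fold (−6.82 ± 0.64). These strands had too few AGO1-IP reads to be tested between conditions. The sizes of their fold changes, here and in the other conditions, therefore rest on few reads and have no counting interval. The tRNA-matching miR8175 was lower by 44.4-fold (−5.47 ± 0.61). Single cultures moved some of these: without replicate 1 miR847 was at 4.66, and without replicate 3 miR171a-3p was at 4.30, miR169f-3p at −7.64 and miR8175 at −4.73, all still called. Fold changes here are relative to the TMM-scaled libraries, because the median of all miRNAs lay at 0.09 with TMM, −0.70 with RLE and −1.39 with no factor.

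By list, 34 of 51 tested passenger strands were lower and 5 higher in control AGO1-IP (median −3.82, adjusted p = 3.30e-12, and adjusted p = 0.00465 with an estimated correlation). All 14 miR156 and miR157 guides were higher (median 2.72, adjusted p = 1.62e-05, but adjusted p = 0.260 with an estimated correlation), as were 9 of 9 auxin-related guides (median 1.85, adjusted p = 0.00446, but adjusted p = 0.543 with an estimated correlation). Late-numbered miRNAs were lower (35 of 58 lower and 10 higher, median −2.80, adjusted p = 0.00723, but adjusted p = 0.302 with an estimated correlation), a call that ended when identical sequences were summed (0.0951). These medians kept their sign with every scaling in control. Other lists were not called, and their medians with TMM and with no factor had opposite signs for copper-responsive miRNAs (1.43 and −0.08, adjusted p = 0.946, 6 higher and 3 lower), growth regulators (0.66 and −0.78, 0.0948, with a test pointing up that was called with RLE at 0.0496 and with no factor at 0.0347, although both medians were negative), nutrient-responsive guides (1.01 and −0.49, 0.175) and miR159 and miR319 (0.70 and −0.81, 0.589). The silencing list (6 higher and 2 lower of 10, adjusted p = 0.267), the tasiRNA triggers (2 higher and 2 lower of 6, 0.619) and miR165 and miR166 (0 of 9, median −0.30, 0.628) were not called either. With fry the silencing list (adjusted p = 0.00110) and the growth regulators (0.0264) were called higher.

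In all, 93 of 269 miRNAs were higher and 83 lower in control AGO1-IP by edgeR. With RLE scaling the split was 54 and 117, with no factor 31 and 130, and with DESeq2 59 and 121. Fixed guides that were higher included miR156a-5p (2.87 ± 0.45, adjusted p = 1.22e-05), miR167a-5p (2.82 ± 0.49), miR173-5p (2.77 ± 0.59), which triggers tasiRNAs, miR403-3p (2.58 ± 0.49), miR161.1 (2.42 ± 0.30) and miR168a-5p (1.67 ± 0.26). For miR398b-3p (1.5), miR397a (1.45), miR159a (1.12), miR395a (1.05), miR158a-3p (1.00) and miR157d (1.23), all called higher with TMM, the sign turned negative with no factor. The calls also ended for miR157d without replicate 2 (0.0543), for miR398b-3p and miR395a without replicate 2 (0.0530 and 0.0553) or 3 (0.0838 and 0.0853), and for miR158a-3p without replicate 1 (0.0964) or 2 (0.342). Guides that were not called included miR166a-3p (−0.28 ± 0.29) and miR165a-3p (−0.47 ± 0.32), and miR390a-5p, which is loaded mainly into AGO7, was at −0.64 (adjusted p = 0.233).

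After HS, edgeR called 80 miRNAs higher and 99 lower in AGO1-IP than in total RNA (RLE 63 and 121, no factor 44 and 147, DESeq2 68 and 124). The most enriched were miR847 (log2 5.10 ± 0.80), miR164c-5p (4.66), miR173-5p (3.94 ± 0.62), miR167c-5p (3.82) and miR840-3p (3.69), and the most depleted miR169f-3p (−8.79 ± 0.63), miR169a-3p (−7.80) and miR8175 (−6.53). Without replicate 2, miR173-5p was at 3.30 and miR169a-3p at −8.62, and without replicate 3 the latter was at −7.02. Of the passenger strands 38 of 51 were lower and 5 higher (adjusted p = 1.36e-10, and adjusted p = 0.00296 with an estimated correlation), including miR157c-3p (−4.39 ± 0.37), miR167a-3p (−4.25 ± 0.33) and miR159b-5p (−2.50 ± 0.73, adjusted p = 0.00485, but 0.106 without replicate 1). The miR156 and miR157 guides (13 of 14 higher, adjusted p = 2.38e-07, but adjusted p = 0.131 with an estimated correlation) and auxin-related guides (6 of 9, 0.00816, but adjusted p = 0.493 with an estimated correlation) were called higher. Late-numbered miRNAs were lower (34 of 58, adjusted p = 0.00854, but adjusted p = 0.338 with an estimated correlation), a call that ended with no factor (0.0665) or with identical sequences summed (0.148). The remaining lists were not called, with adjusted p from 0.12 for the silencing list to 0.921.

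After recovery, 85 miRNAs were higher and 87 lower (RLE 50 and 102, no factor 29 and 143, DESeq2 49 and 102), and 112 rather than 172 were called without recovery replicate 2. The most enriched were miR164c-5p (log2 4.47), miR156g (3.93), miR847 (3.61) and miR164b-5p (3.55), and the most depleted miR169f-3p (−8.33), miR169a-3p (−8.08) and miR166b-5p (−5.80). Without replicate 1, miR164c-5p was at 5.37, miR164b-5p at 4.15 and miR166b-5p at −6.42. Without replicate 2, miR164c-5p was at 3.77, miR847 at 2.94 and miR164b-5p at 2.9. Passenger strands (36 of 51 lower and 5 higher, adjusted p = 1.40e-12, and adjusted p = 0.00246 with an estimated correlation) and the 14 miR156 and miR157 guides (14 higher, 3.29e-07, but adjusted p = 0.122 with an estimated correlation) were called as in control. Auxin-related guides were called higher (7 of 9, adjusted p = 0.0112, but adjusted p = 0.545 with an estimated correlation), although their median was 1.24 with TMM and −0.30 with no factor. Late-numbered miRNAs were lower (31 of 58, adjusted p = 0.0323, but adjusted p = 0.525 with an estimated correlation), and this call ended with RLE (0.0568), with no factor (0.163), with identical sequences summed (0.246) or without recovery replicate 2 (0.0699). The remaining lists had adjusted p from 0.130 to 0.868.

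The first nucleotide of the miRNA, which was examined after the data were seen, went with the enrichment. In control, the 155 tested miRNAs that begin with U had a median log2 ratio of 1.40 (83 higher and 8 lower), while the 56 that begin with A had −3.42 (1 higher and 37 lower) and the 30 that begin with G had −4.12 (0 higher and 25 lower). Those that begin with C were at −1.31 (28 miRNAs). Without the passenger list, the medians were 1.41 for U, −3.41 for A, −3.75 for G and 1.01 for C. Medians after HS were 1.09, −4.11, −4.77 and −1.57 for U, A, G and C, and after recovery 1.10, −3.31, −4.43 and −1.71. These medians are relative to TMM scaling, under which U lies above the median of all miRNAs.

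**Figure D4:**
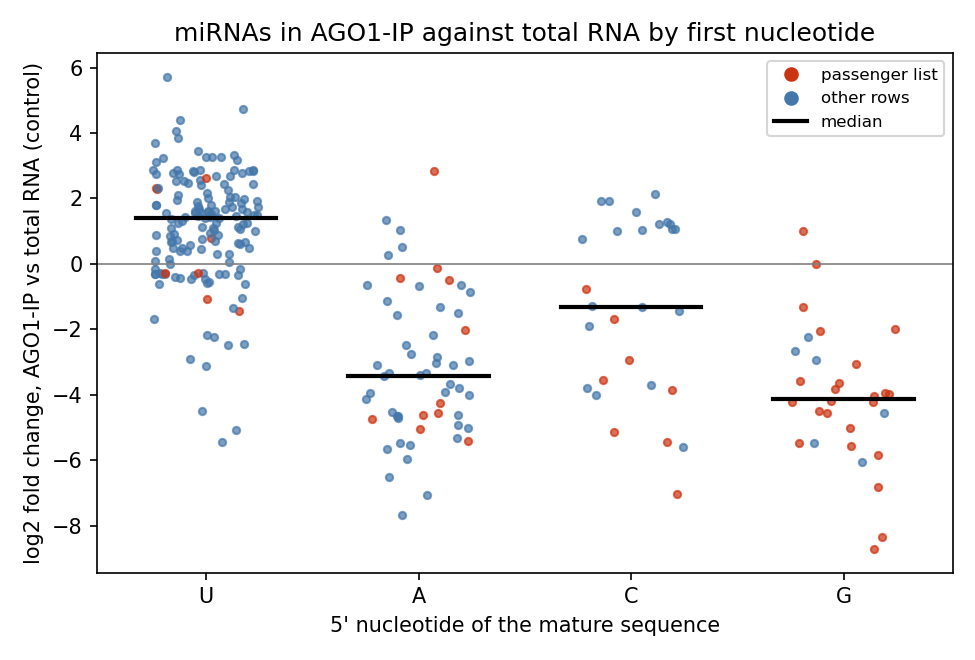
Log2 ratio of AGO1-IP to total RNA in control seedlings (y axis, TMM scaling) for single miRNAs grouped by first nucleotide (x axis), with the passenger list in red, other miRNAs in blue and black lines for medians. The medians are 1.40 for U, −3.42 for A, −1.31 for C and −4.12 for G.

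Whether loading itself changed was asked by the interaction of treatment and library type. After HS, miR157c-3p fell by 2.35 ± 0.46 on the log2 scale more in AGO1-IP than in total RNA (adjusted p = 0.0101), and it was the only one of 269 miRNAs that passed. With the culture as a block its adjusted p was 0.0544 and 0 miRNAs passed. It did not pass either without control replicate 2 (0.152) or HS replicate 1 (0.0694), or with RLE scaling (0.196), no factor (0.121), a mean of at least 50 counts (0.114) or a library size with TAS reads (0.220). Without HS replicate 3, 2 miRNAs passed. For miR159b-5p the interaction was −3.51 ± 0.95 (adjusted p = 0.175, but 0.0257 without HS replicate 3 and 0.0329 with DESeq2), and for miR167a-3p −1.20 ± 0.42 (0.490). The passenger list was not called (adjusted p = 0.847, 1 member lower, and 2 adjusted over the list alone).

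The miR156 and miR157 guides were higher in this interaction after HS (13 of 14 members, median 0.52, adjusted p = 8.37e-04, but adjusted p = 0.479 with an estimated correlation), with miR157a-5p at 0.77 ± 0.41, and the call ended without HS replicate 1 (0.260) or with identical sequences summed (0.186, median 0.23). With the culture as a block the nutrient-responsive guides were called lower and the silencing list higher (adjusted p = 0.0468 for each, against 0.201 and 0.0743 without the block). The silencing list was also called higher without control replicate 3 (0.0448) or HS replicate 3 (0.0490), the growth regulators lower without HS replicate 3 (0.0253) and miR159 and miR319 lower without HS replicate 1 (0.0322). Other lists had adjusted p from 0.182 to 0.847. For the interaction of recovery, edgeR called 0 of 269 miRNAs, with 6 at an unadjusted p under 0.05 and 0 called by DESeq2. The growth regulators were lower (21 of 24 members, median −0.72, adjusted p = 0.00414, but adjusted p = 0.670 with an estimated correlation) and the late-numbered miRNAs higher (32 of 58, median 0.09, adjusted p = 0.0357, but adjusted p = 0.670 with an estimated correlation). Both calls ended without recovery replicate 1 (0.468 and 0.607) or control replicate 3 (0.0597 and 0.157). The late-numbered call also ended with RLE (0.154), with no factor (0.111) and with identical sequences summed (0.0643). Without recovery replicate 1 the miR156 and miR157 list (6.04e-04), the silencing list (0.0281) and the tasiRNA triggers (0.00492) were called higher and miR159 and miR319 lower (0.00492). Without recovery replicate 2 the auxin-related guides were called lower and miR165 and miR166 higher (0.0398 each). The remaining lists had adjusted p from 0.185 to 0.873.

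The tasiRNAs are cut in steps of 21 nt from TAS transcripts after miRNA-guided cleavage. In control total RNA, TAS1c (AT2G39675, chromosome 2, 16537288 to 16538277, minus strand) gave 45464 ± 11319 CPM, as TAS reads relative to miRNA reads, TAS2 (AT2G39681, chromosome 2, 16539384 to 16540417, minus strand) 25155 ± 5269, TAS1a (AT2G27400, chromosome 2) 23677 ± 5674, TAS1b (AT1G50055, chromosome 1) 6789 ± 949, TAS3a (AT3G17185, chromosome 3) 4643 ± 1181, TAS4 (AT3G25795, chromosome 3) 1050 ± 441 and TAS3b (AT5G49615, chromosome 5) 306 ± 211. After HS all 7 loci had positive log2 fold changes in total RNA, of which TAS3b (1.57 ± 0.61) and TAS1b (0.65 ± 0.27) had an unadjusted p under 0.05. By edgeR 0 were called (adjusted p = 0.113 for both), and TAS3b passed without control replicate 1 (0.0377) or HS replicate 3 (0.0329). With the replicate number as a block, a hint only in this comparison, TAS3b (0.0182) and TAS1b (0.0386) passed. In each of the other 5 comparisons of conditions edgeR called 0 of the 7 loci, 0 had an unadjusted p under 0.05, and the smallest adjusted p was 0.457. DESeq2 also called 0 loci in all 6 comparisons.

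Of single tasiRNA positions, edgeR called 0 of 646 in total RNA in each comparison, with 63, 4 and 19 at an unadjusted p under 0.05 for HS against control, recovery against control and recovery against HS, and 0 called by DESeq2. With the replicate number as a block, 1 position was called from HS to recovery. In AGO1-IP, 1 of 749 positions fell after HS, on TAS3a (position 831, 2 reads after HS and 64 in control, a ratio of 30.2 with a 95% counting interval of 8.03 to 255, adjusted p = 0.00860). Its call ended without control replicate 1 (0.0531) or 2 (0.107) or HS replicate 1 (0.0764) or 2 (0.187). For recovery against control edgeR called 0 positions (24 at an unadjusted p under 0.05, DESeq2 0), and for recovery against HS 0 (21, DESeq2 1). Without recovery replicate 2 these became 1 and 3.

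The TAS to miRNA read ratio was 10.7 ± 2.33% in control, 13.6 ± 3.33% after HS and 12.4 ± 4.59% after recovery in total RNA, and 6.39 ± 1.54%, 7.08 ± 1.06% and 5.55 ± 0.557% in AGO1-IP (n = 3). None of these differed between conditions by an exact permutation test, whose p cannot go below 0.1 here. Over all conditions the ratio was lower in AGO1-IP than in total RNA by −0.92 on the log2 scale (9 against 9 libraries, exact two-sided permutation p = 1.23e-04, adjusted p = 2.47e-04 over 8 tests). Reads of TAS1c started in the main 21-nt register in 62.9 ± 5.77% of cases in control total RNA and 80.0 ± 0.793% in control AGO1-IP, and those of TAS4 in 79.6 ± 5.21% and 93.8 ± 1.48%. For TAS1a the share was 56.7 ± 2.12% and 42.1 ± 1.15%. Over 9 against 9 libraries these 3 loci differed by 19.6, 15.9 and −13 points (exact permutation p = 4.11e-05 each, the smallest possible, adjusted p = 1.10e-04), TAS2 by 4.58 points (adjusted p = 0.00382), and TAS1b, TAS3a and TAS3b did not pass (0.430, 0.662 and 0.0930). With the 2 libraries of a culture taken as a pair (9 cultures, exact sign flips, adjusted over the same 8 tests), TAS2 passed only narrowly (0.0469, higher in 6 of 9 cultures and in none of replicate number 3) and TAS3b passed at −17.7 points (0.0250). The ratio, TAS1c, TAS4 and TAS1a were at 0.00781 each, the same direction in 9 of 9 cultures. On the forward strand alone the difference of TAS2 turned to −2.05 points (adjusted p = 0.480), that of TAS4 shrank to 5.61 and TAS1a stayed at −11.2. With neighbouring registers counted, TAS1c, TAS4 and TAS1a differed by 9.06, 5.43 and −4.43 points, still past the threshold (adjusted p = 1.65e-04, 0.00170 and 0.00170), and TAS2 by 5.87. Between conditions no share passed, since 3 against 3 libraries cannot.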

Values the study reported

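In total RNA, the study reported only one miRNA, miR168b-3p, as differentially accumulated between HS and control. Among the miRNAs loaded into AGO1, it reported 7 with differential accumulation, most of which were lower in HS than in control.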

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

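The tests of carry-over, of newly loaded duplexes and of the mean strand ratio were chosen only after the result was seen, and so was the spread term in the reading of the median strand ratio.

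One result differed between the kinds of library by a test of the difference itself: the change of miR157c-3p after HS was −2.35 on the log2 scale in AGO1-IP relative to its change in total RNA. That interaction is lost with several settings, with adjusted p of 0.196 with RLE scaling, 0.121 with no factor, 0.114 with a mean of at least 50 counts, 0.220 with a library size that includes TAS reads and 0.0544 with the culture as a block.

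For the fall of passenger strands in AGO1-IP after HS, thinning every AGO1-IP library to 1374777 miRNA reads left 4 of the 4 strands called among 193 tested, which argues against depth as the cause. Less carry-over of unbound RNA would lower the miRNAs depleted from AGO1-IP, unless their level in total RNA rose. Outside the passenger list, the 9 of 49 such miRNAs with enough reads to test had a median change of −0.056, against a passenger mean of −0.80. The bootstrap SD of that median was 0.119, and the quartiles were −0.157 and 0.235. The other 40 summed to 14 ± 4.82 CPM in control and 13.1 ± 1.89 after HS. These values cannot decide the question, because levels in total RNA were not taken into account. There the late-numbered miRNAs, depleted from AGO1-IP as a list, rose from 0.644 ± 0.148% of miRNA reads in control to 1.02 ± 0.136% after HS. A large part of that rise was the tRNA-matching miR8175, from 2424 ± 758 to 4244 ± 966 CPM without scaling factors, though most tested members were higher as well. The passenger to guide ratio within 36 precursors, which no scaling can move, changed by a mean of −0.65 (bootstrap SD 0.226), from −5.74 ± 0.0910 in control to −6.39 ± 0.238 after HS (log2, SD, n = 3), with all 3 HS libraries below all 3 control libraries, which argues against scaling as the whole cause of the mean fall. The bootstrap treats precursors as independent, although some share a guide sequence. The largest falls were those of strands already called here, miR159b-5p (−6.08) and miR157c-3p (−3.44). For the typical strand scaling stays open, since the median change was −0.27 (bootstrap SD 0.187), not clear of its bound of −0.2, with 26 below 0. A candidate biological explanation, that HS lowers the share of newly loaded duplexes and recovery restores it, also stays open. The list rose from HS to recovery with adjusted p = 3.42e-04 but adjusted p = 0.479 with an estimated correlation. That rise was measured from the same HS libraries as the fall, on which the study had reported members of the list. In total RNA the same strand ratio changed by a median of −0.22 after HS, with 23 of the 36 precursors below 0. The loading change of the list was not called, so the fall was not shown to be particular to AGO1-IP.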

How the results depend on the processing

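The tests with DESeq2 and no filter, with identical sequences summed and with other scalings of the lists and of TAS loci in AGO1-IP against total RNA, and the paired test of ratio and phasing, were chosen only after the result was seen. Few reads limit the tests of weak strands: AGO1-IP counts of miR164b-3p were 2, 9 and 0 after HS, where its level was also lower than in control. Changes of 2-fold were mostly not recovered in simulated data. Of the values of single named miRNAs under the alternatives, 7062 stayed on their side of the threshold and were counted as unchanged. Another 151 lost the call, 140 gained it, 234 moved and 13 reversed. The cause of these changes was not tested, except where fewer miRNAs or libraries entered the test. The 7062 can include small changes of sign among values that were not called in the main test.

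In total RNA after HS, where 0 miRNAs were called, RLE, no factor, no filter, a mean of at least 50 counts, DESeq2, library size with TAS reads, a threshold of 0.1, DESeq2 with no filter and identical sequences summed each called 1, miR168b-3p, and no left-out library gave any (0 to 0, likewise 0 to 0 in the other 2 comparisons of total RNA). In AGO1-IP after HS, leaving out libraries gave 3 to 4. For recovery against control in AGO1-IP (1 called), no filter gave 6, DESeq2 5, only the groups compared 4, family sums 2, DESeq2 with no filter 4, identical sequences summed 2, and left-out libraries 1 to 3. For recovery against HS in AGO1-IP (1 called), RLE gave 3, no filter 6, DESeq2 4, family sums 2, library size with TAS reads 3, late-numbered miRNAs left out 3, a threshold of 0.1 4, a fit of all 18 libraries 2, DESeq2 with no filter 4, identical sequences summed 3, and left-out libraries 1 to 8.

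For AGO1-IP against total RNA (176, 179 and 172 in control, HS and recovery), a mean of at least 50 counts gave 95, 112 and 100, family sums 116, 114 and 109, and left-out cultures 132 to 154, 135 to 177 and 112 to 167. With no factor, called guides reversed in control for miR157d (−0.27), miR398b-3p (−1.5e-04), miR397a (−0.048), miR159a (−0.38), miR395a (−0.45) and miR158a-3p (−0.49), after HS for miR397a (−0.037) and miR163 (−0.35), and after recovery for miR398b-3p (−0.27), miR397a (−0.095), miR159a (−0.44), miR393a-5p (−0.30) and miR395a (−0.30). For the loading change after HS (1 called), RLE, no factor, a mean of at least 50 counts, family sums, library size with TAS reads and DESeq2 with no filter gave 0, DESeq2 2, and left-out cultures 0 to 2. With an estimated correlation 5 of 27 list calls held. With fry, which does not compare a list with other miRNAs, 11 were lost and 5 gained, and with identical sequences summed 9 were lost and 1 gained. Those gained with fry included the copper-responsive miRNAs, lower in AGO1-IP after HS (adjusted p = 0.0221). The others were higher in AGO1-IP than in total RNA: the growth regulators in control (0.0264) and the silencing list in control, HS and recovery (0.00110, 6.21e-05 and 6.35e-04).

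For TAS loci in total RNA after HS, left-out libraries gave 0 to 1. For tasiRNA positions, no filter gave 1 in total RNA after HS and 2 in AGO1-IP from HS to recovery, where DESeq2 gave 1, and left-out libraries gave 0 to 1 in AGO1-IP after HS, 0 to 1 for recovery against control and 0 to 3 for recovery against HS. The TAS to miRNA ratio stayed within its spread. For TAS loci called with TMM in AGO1-IP against total RNA, no factor reversed TAS3a (−0.32) and TAS4 (−0.32) in control, TAS3a (−0.46) after HS and TAS2 (−0.19) after recovery. Of loci not called with TMM, TAS1a and TAS1c turned sign and were called lower in control (−1.37 and −1.15) and after HS (−1.45 and −1.25). TAS4 after HS (−0.52) and after recovery (−0.43) and TAS3a after recovery (−0.61) turned sign without a call.

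Of the phasing differences between AGO1-IP and total RNA, the forward strand alone reversed TAS2 (−2.05 points) and called TAS3a (−12.5) and TAS3b (−9.18), and neighbouring registers called TAS1b lower (−6.44) and TAS3a higher (14). With culture as a replicate block, TAS3b was called (−17.7). Between conditions, where no phasing test can pass, some differences moved by more than the spread. On the forward strand these were, for HS against control, −5.75 (TAS1a) and −10.1 (TAS2) in total RNA and −1.61 (TAS1a), −1.64 (TAS1c), 4.22 (TAS2) and 0.247 (TAS3b) in AGO1-IP, then 2.10 (TAS2) for recovery against control and 2.38 (TAS1a) and −2.12 (TAS2) for recovery against HS. With neighbouring registers in AGO1-IP they were 2.63 (TAS1a) and −0.813 (TAS3a) for HS against control, −0.935 (TAS1a) and −4.91 (TAS3a) for recovery against control, and −3.57 (TAS1a) and −2.21 (TAS2) for recovery against HS.

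Replicate numbers were not taken to pair control with HS or, in AGO1-IP, control with recovery. Not every correlation exceeded 0.1 there (lowest 0.0209 for control and HS in total RNA, 0.0687 and 0.0998 in AGO1-IP). A low correlation in 1 replicate does not show that pairing is absent. In fact 9 of 9 total RNA and 8 of 9 AGO1-IP libraries correlated best with their own number. As a hint only, the replicate block moved the calls of total RNA after HS to 23 (10 higher and 13 lower), of AGO1-IP after HS to 8, of AGO1-IP recovery against control to 7, of TAS loci in total RNA after HS to 2 and of positions there to 36. Where numbers pair, the block gave 4 from HS to recovery in AGO1-IP, 1 for positions in total RNA and 0 for the loading change after HS. It moved no other count of single miRNAs, loci or positions by more than 1.5 times.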

Other observations

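The AGO1-IP comparison of TAS loci with its scalings, the miR172 values and the tests of carry-over and culture for recovery replicate 1 were chosen only after the result was seen, as were the counts of splits.

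TAS loci differed in how much of their RNA was bound by AGO1 relative to TMM-scaled libraries. In control, TAS2 was higher in AGO1-IP (log2 1.88 ± 0.41, edgeR adjusted p = 8.54e-04 over 7 loci), as were TAS4 (1.30 ± 0.43) and TAS3a (1.29 ± 0.44), and TAS3b was lower (−1.51 ± 0.53, adjusted p = 0.0160 for each of these 3). After HS TAS3b was at −3.20 ± 0.56 (adjusted p = 5.72e-05), TAS2 at 1.66 ± 0.40 (0.00146), TAS3a at 1.05 ± 0.44 (0.0453) and TAS1b at −0.90 ± 0.35 (0.0430). After recovery TAS2 was at 1.21 ± 0.40 and TAS3b at −1.59 ± 0.53 (0.0225 each), and TAS1b at −0.91 ± 0.35 (0.0394). With every scaling tried, TAS3b in all conditions and TAS1b after HS and after recovery kept direction and call. With RLE the calls of TAS2 after recovery (0.59, adjusted p = 0.138) and TAS3a after HS (0.48, 0.331) ended, and with no factor that of TAS2 after HS (0.20, 0.510). With RLE in control, TAS2 was at 0.94 (adjusted p = 0.0280), TAS4 at 0.35 and TAS3a at 0.36, the last 2 no longer called. TAS1b, not called in control with TMM, was called lower there with RLE (−1.14, adjusted p = 0.00869). With no factor in control TAS4 and TAS3a turned to −0.32 each (810 ± 346 CPM of miRNA reads in AGO1-IP and 1050 ± 441 in total RNA for TAS4, 3573 ± 1016 and 4643 ± 1181 for TAS3a), TAS2 was at 0.28 (adjusted p = 0.471), and TAS1a, TAS1b and TAS1c were called lower. The TAS1 loci were also called lower with no factor after HS and after recovery.

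The miR172 guides, which target AP2-like genes, differed widely between replicates in total RNA. Levels of miR172a in replicates 1, 2 and 3 were 791, 206 and 45.3 CPM in control, 2422, 2765 and 50.6 after HS and 1364, 937 and 50.2 after recovery. Those of miR172c were 1171, 285 and 27.4, then 2937, 3595 and 24.6, then 1669, 910 and 18.8. In replicates 1 and 2 the HS level was above control, and in replicate 3 it was close to control, with few reads. No change passed (HS against control, log2 2.33 ± 1.61 for miR172a, adjusted p = 0.551, and 2.15 ± 1.91 for miR172c, 0.608). In AGO1-IP miR172a had 17.4 ± 3.81 CPM in control and 13.9 ± 2.54 after HS.

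The total RNA libraries separate by replicate number, which holds a share of 0.905 of the variance of the first component against 0.0568 for condition. After thinning to 321918 reads the share was 0.897, and after removing each library's trend with GC content and length, which took away 8.40% of the variance, it was 0.904. Both argue against these as the cause, and no biological explanation was tested.

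Recovery replicate 1 stands apart in AGO1-IP. Carry-over of unbound RNA would raise miRNAs that are at least 8-fold lower in AGO1-IP, but for the 29 with a mean of at least 5 reads in the other recovery libraries the median ratio to those libraries was 1.67 (SD 0.340), which argues against it as the whole cause for these 29. Depleted miRNAs with fewer reads in those libraries were left out, which could have lowered the median. After thinning, its distance on the first component was 2.38 times the next largest, against 2.46 before, which argues against depth. A difference in the seedling culture would appear in total RNA too. Across 145 miRNAs, which are not independent replicates, the deviations of the 2 libraries had r = 0.0616 (bootstrap SD 0.0811, Spearman rho −0.02). No other biological explanation was tested.

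With 3 libraries against 3 there are 10 splits, which cannot give a share under 0.05. For AGO1-IP after HS the real split called 4 miRNAs and the highest other 0, so that 1 of 10 splits called as many. The same held for 1 of 10 splits for recovery against control in AGO1-IP (1 against 0), for AGO1-IP against total RNA in control (176 against 0), after HS (179 against 0) and after recovery (172 against 22, where the other split also parts every pair), and for the loading change after HS (1 against 0). In 2 of 10 splits as many were called for recovery against HS in AGO1-IP (1 against 1) and for positions in AGO1-IP after HS (1 against 1). Where the real split called 0, all 10 of 10 splits called as many. Of these, other splits called up to 7 miRNAs and 3 TAS loci for recovery against control in total RNA, 23 positions and 1 locus for HS against control, 18 positions and 1 locus for recovery against HS, and 3 positions for recovery against HS in AGO1-IP, which points to a structure of the samples.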
